A study of Drosophila melanogaster with 23 samples.

How the data were processed

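The series holds 23 samples of chromatin from wild-type Oregon-R Drosophila melanogaster embryos aged 2 to 3 h after egg laying. Per the labels' protocols, embryos were collected for 1 h, aged for 2 h at 25 °C and fixed for 15 min with 1.8% formaldehyde. ChIP-nexus, a form of chromatin immunoprecipitation in which an exonuclease trims the bound fragments so that read ends fall close to the protein, was done with antibodies against 6 transcription factors, with 3 libraries each: Bicoid (Bcd), Caudal (Cad), Dorsal (Dl), Twist (Twi), GAGA factor (GAF) and Zelda (Zld). ChIP-seq of the histone marks H3K27ac and H3K4me1 has 2 libraries each. A single whole cell extract sample was not analysed here. Groups and replicate numbers were taken from the sample titles. For GAF and Zld, the deposited lists are numbered 1, 3 and 4 where the titles have 1, 2 and 3, so the numbers of these libraries are uncertain.

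For each of the other 22 samples, the analysis started from the peak list the authors deposited, 1 list per library, in narrowPeak layout without a header line. The tool and threshold used to call peaks, the aligner and the genome build are not given in the sources used here. In the deposited lists, column 5 is a whole-number score, which equalled 10 times the −log10 q value, rounded down, on 99.0% to 100% of the lines, depending on the list. Column 7 of the deposited lists is a fold enrichment, a linear ratio. Columns 8 and 9 of the deposited lists are −log10 of the p-value and of the q-value, with a lowest −log10 q between 1.30 and 1.72 in the lists. The last column gives the position of the summit within the interval. The score, fold and p of a peak are the authors' own values and were used only to rank or filter peaks within a list. No interval occurred more than once in a list. Read depth is unknown, since the lists hold no read counts, so no counting interval can be given for a single peak and the number of peaks in a list is not a measure of depth.

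Peak numbers were counted over whole lists. Other analyses were restricted to the arms 2L, 2R, 3L, 3R, 4 and X, and to the 5000 strongest peaks of each ChIP-nexus library by −log10 p (ties by fold), unless all deposited intervals are named. A reproducible region is a stretch of at least 50 bp covered by a peak in every library of its group. Overlap meant at least 1 bp. A share of summits is the percentage of the 5000 summits of a library that lay inside a given set of regions. As the background for such a share, the regions were moved along each arm by a random distance 200 times and the share taken again.

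Gene symbols and gene ends came from a RefSeq gene table of Drosophila Release 6. Because the build of the lists is not named, the match was checked on the data. Of the 15000 strongest Zld summits, 50.2% lay within 500 bp of an end of a protein-coding gene. When all gene ends were moved along the arm, to 12 placements 2 to 100 kb away on either side, the share fell on every arm, and in each of 29 segments of 5 Mb with at least 100 summits the unmoved table gave the highest share. The positions were therefore used for these arms, on the assumption that the lists follow that release, and none of the table's coordinates are printed. Coordinates below are those of the lists, counted from 1. The table gives no strand, so the planned share of summits at transcription starts became the share within 500 bp of either end of a protein-coding gene, called a gene end here, and distal means farther than that. The planned analyses of sequence motifs under summits need a genome sequence, which was not used here.

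Comparisons and tests were fixed before the data were examined. Differences between factors in peak number and in the shares of summits inside Zld or GAF regions were tested as the share of the variance between libraries that lay between factors, with a permutation test of 100000 resamples. The Jaccard index of 2 lists is the number of base pairs covered by both divided by that covered by either. Its mean over pairs of the same factor minus that over pairs of different factors was tested with 100000 resamples, one-sided. The share of summits in histone marks and near gene ends was tested per factor as the mean of its 3 libraries minus the mean of the other 15, with an exact two-sided permutation test over the 816 ways to pick 3 of the 18 libraries and Benjamini-Hochberg adjustment over the 6 factors. Regions found in all 3 libraries of a factor and in no other library were counted against all 816 trios, one-sided. Overlap of reproducible regions was tested against 1000 circular shifts along each arm, one-sided, adjusted over the 15 pairs. Zelda and GAF shares of the same 12 libraries of Bcd, Cad, Dl and Twi were compared with an exact two-sided sign-flip test of 4096 patterns.

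For the axis genes, each library's peaks were ranked, and for every gene the percentile of the best peak with its summit within 10 kb of the gene was taken. The dorsoventral list had 15 genes. The anteroposterior list also had 15, of which 14 were found in the table. The median over the first list minus that over the second was compared between the Dl and Twi libraries and the Bcd and Cad libraries over all 924 splits, with an exact two-sided test. Marks were counted over the merged reproducible regions of the 6 factors, with exact 95% binomial intervals and Fisher's exact test; these cover counting error only, and regions are not replicates. The regions named are, for each factor and mark, the reproducible region whose peaks had the best mean rank over its libraries, with the protein-coding gene it overlaps or lies nearest to, and the loci of sog, rho, sna, hb, Kr and eve.

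Interval functions gave 0 disagreements with counting single bases in 200 sets of simulated intervals. With random sets of the number and widths of the Cad regions, 6 of 100 were called as overlapping the Bcd regions at an unadjusted p under 0.05. With the spread of the H3K27ac shares and no other factor differing, the trio test was run on 500 simulations per setting, at an unadjusted p under 0.05. It called 4.4% with no difference, 31.8% with 1 percentage point added and 84.8% with 2. In the data other factors do differ and p is adjusted, so these rates do not hold there. Of the alternatives, 136 were written down before the data were examined and 10 were added afterwards. They were other numbers of strongest peaks, a stricter q, ranking by fold, other definitions of overlap, region and gene end, leaving out each library in turn, and centring values on the mean of their replicate number. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used.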

Results

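Binding of 6 transcription factors was mapped by ChIP-nexus in 18 libraries, 3 per factor, and the marks H3K27ac and H3K4me1 by ChIP-seq in 2 libraries each, all from wild-type embryos 2 to 3 h after egg laying. Bcd and Cad pattern the anteroposterior axis of the embryo, and Dl and Twi the dorsoventral axis. Zld and GAF are the factors known for opening chromatin in the early embryo, and the study sets the binding of the patterning factors beside theirs. The lists held 56184 ± 4235 peaks for Bcd (SD, n = 3), 51019 ± 3786 for Cad, 53728 ± 7525 for Dl, 52286 ± 3871 for Twi, 52705 ± 5197 for Zld and 31730 ± 2487 for GAF. H3K27ac had 14975 and 14191 peaks, and H3K4me1 13403 and 6546. Factors accounted for 81.3% of the variance in peak number between the 18 ChIP-nexus libraries (permutation p = 0.0054). GAF, with 31730 peaks, stood far below the other factors, whose means lay between 51019 and 56184 with SDs of up to 7525. The share may thus rest largely on GAF, and whether the other factors differ among themselves was not tested. Of the alternatives tried, leaving out single libraries moved this share most, to between 74.8% and 87.8%. With −log10 q of at least 10 the share was 81.1%, but the order of the factors differed, with 15085 peaks for Dl, 19991 for GAF, 25481 for Zld, 26818 for Cad, 28971 for Bcd and 33063 for Twi.

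Libraries of the same factor shared more called sequence than libraries of different factors. The Jaccard index averaged 0.536 over the 18 pairs of the same factor and 0.257 over the 135 pairs of different factors, a difference of 0.279 (permutation p = 1e-05, the smallest that the resamples can give). Restricting each list to its 5000 strongest intervals raised the difference to 0.501. Within factors the index was 0.647 ± 0.014 for Twi (SD over 3 pairs), 0.617 ± 0.024 for GAF, 0.589 ± 0.013 for Cad, 0.550 ± 0.033 for Zld and 0.524 ± 0.033 for Bcd. Dl stood apart at 0.287 ± 0.002, below its index of 0.294 ± 0.010 with the Zld lists (9 pairs). The H3K27ac lists had an index of 0.768 and the H3K4me1 lists 0.183. No pair of lists was identical, so all libraries were counted as separate replicates.

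Covered in every library of the group were 31776 regions for Bcd, 31872 for Cad, 15685 for Dl, 20238 for GAF, 35570 for Twi and 30713 for Zld. The count for Dl rose to 34275 when 2 libraries sufficed, and without Dl replicate 2 it was 24394. H3K27ac gave 13232 regions over 10.4 Mb and H3K4me1 4498 regions over 1.37 Mb. H3K4me1 replicate 1 alone, without replicate 2, gave 13350. From the 5000 strongest peaks, the counts of reproducible regions were 4216 for Bcd, 4193 for Cad, 3428 for Dl, 4377 for GAF, 4404 for Twi and 4081 for Zld.

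The best-ranked reproducible region on the arms was the same for Bcd, Cad and Dl, X:22432940-22433268, which overlapped no protein-coding gene and lay nearest to CG14621. Its mean rank over 3 libraries was 1.33 for Bcd, 1.00 for Cad and 1.33 for Dl. For GAF the best region was 3R:3169778-3170446, overlapping Pzl (mean rank 1.33). For Twi it was 3L:1461679-1462479, overlapping Ptp61F, ranked 1 in each library. For Zld it was 3L:25134533-25134984, nearest to UQCR-11 (mean rank 1.67). The best H3K27ac region was 2L:3464088-3467309, overlapping ND-PDSW and msl-2 (mean rank 2.5 over 2 libraries), and the best H3K4me1 region was 3L:6550078-6550452, overlapping sfl (mean rank 3.5). Whether a region lies in an exon, an intron or a UTR was not analysed here.

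To ask which factors have sites of their own, the 5000 strongest peaks of all 18 libraries were merged into 18155 regions. Regions present in all 3 libraries of a factor and in none of the other 15 numbered 2256 for GAF, 1250 for Twi, 1228 for Bcd, 973 for Cad, 499 for Zld and 271 for Dl. The largest count for a trio of libraries from more than 1 factor was 14. Each of the 6 counts exceeded all mixed trios (exact p between 0.0012 and 0.0074, adjusted p = 0.0074 for all). A region of a mixed trio must be missed by other libraries of the same factors, so these counts are low whenever replicates agree (median 0). The test thus largely restates replicate agreement and decides little about which factors have sites of their own. All 18 libraries shared 249 regions. With the 2000 strongest peaks the GAF count fell to 888, and with the 10000 strongest it rose to 3950. With all deposited peaks GAF no longer had the most, with 2050 against 2536 for Twi, 2011 for Cad and 1935 for Bcd. Without Dl replicate 2 the Dl count was 421.

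Reproducible regions of every pair of factors overlapped more often than after circular shifts (circular-shift permutation, adjusted p = 0.001 for all 15 pairs, the smallest that 1000 shifts can give). The largest excess was between Dl and Zld. Of 3428 Dl regions, 2067 (60.3%) overlapped a Zld region, against a mean of 107 after shifting, a ratio of 19.3. Cad regions overlapped Dl regions 1640 times (ratio 15.8) and Bcd regions overlapped Dl regions 1556 times (ratio 14.4). The smallest excess was between Bcd and GAF, with 628 of 4216 Bcd regions (14.9%) against 135 after shifting, a ratio of 4.67. The other pairs with GAF had ratios of 5.67 with Cad, 6.29 with Twi, 7.08 with Zld and 8.16 with Dl. The alternatives moved the ratio of Dl with Zld between 6.23 and 34.7, and no pair lost its excess.

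The share of strongest summits inside Zld regions separated the other 5 factors. It was 50.4% ± 1.39 for Dl (SD, n = 3), 39.8% ± 0.530 for Cad, 37.1% ± 1.2 for Bcd, 30.9% ± 0.441 for Twi and 19.0% ± 0.647 for GAF, against 1.73% to 1.77% after moving the Zld regions. Factors accounted for 99.5% of the variance between the 15 libraries (permutation p = 1e-05). This ordering held for strong peaks. With all deposited peaks the share was 34.9% for Dl, 41.3% for Cad, 36.9% for Bcd, 38.5% for Twi and 38.0% for GAF, and the variance between factors fell to 51.9% (permutation p = 0.093). The share inside GAF regions was 19.5% ± 0.843 for Zld, 18.7% ± 1.10 for Dl, 16.8% ± 0.209 for Twi, 13.9% ± 0.622 for Cad and 11.6% ± 0.713 for Bcd, with 95.9% of the variance between factors (permutation p = 1e-05). With all deposited peaks the GAF comparison kept its call but not its order, with 20.9% for Zld, 19.1% for Twi, 18% for Cad, 16.1% for Bcd and 16.0% for Dl. With −log10 q of at least 10, Dl had the highest share, 29.8%, followed by Zld with 29.0%. In the 12 libraries of the 4 patterning factors, the Zld share exceeded the GAF share in every library, by 24.3 percentage points on average (exact sign-flip p = 0.00049). Replicates of a factor count as separate units in this p, and all were scored against the same regions, so it does not extend to other factors.

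**Figure D1:**
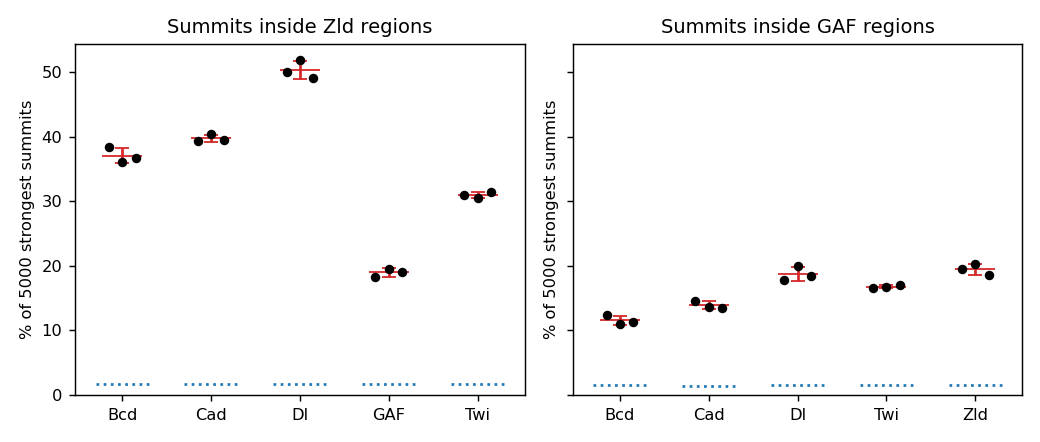
Percentage of the 5000 strongest summits of each library inside reproducible Zld regions (left) and GAF regions (right). Black points are libraries, red bars the mean and SD of 3 libraries, dotted blue lines the mean after the regions were moved along the arms; Dl has the highest Zld share, 50.4%, and GAF the lowest, 19.0%.

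The histone marks were compared with binding next. Summits inside H3K27ac regions made up 31.0% ± 0.133 for Twi (SD, n = 3), 30.5% ± 2.01 for Dl, 27% ± 0.083 for Bcd, 27% ± 0.247 for Cad, 22.7% ± 1.31 for Zld and 15.3% ± 0.234 for GAF, against 7.71% to 7.86% after moving the regions. Only GAF passed the threshold, with −12.4 percentage points against the other libraries and all 3 of its libraries below the other 15 (exact permutation, adjusted p = 0.0074). Dl (5.91 points, adjusted p = 0.15) and Twi (6.50 points, adjusted p = 0.15) did not pass in exact permutation tests. The splits also draw on the far lower GAF libraries, so not passing is no evidence that Dl or Twi do not differ. Each passed under some alternatives, Dl over peaks with −log10 q of at least 10 (8.61 points) and with ranking by fold (7.08), Twi over the 2000 strongest peaks (10.1) and over distal summits (6.26). The call for GAF depended on the strength of the peaks. Over all deposited peaks its difference was 1.16 points with the opposite sign, and over peaks with −log10 q of at least 10 it was −4.36 points and no longer passed. For Zld the difference was −3.39 points in the exact permutation test (adjusted p = 0.51). With single libraries left out, the Zld difference lay between −4.18 and −2 points and never passed. It was 16.6 points, with the opposite sign, when summits within 500 bp of an H3K27ac region were counted, which did not pass either (exact permutation, adjusted p = 0.092). With the 2000 strongest peaks (−9.21 points) and with all deposited peaks (−2.12) the Zld difference was negative and passed.

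Summits inside H3K4me1 regions made up 12.4% ± 0.804 for Dl, 9.93% ± 0.421 for Zld, 8.55% ± 0.260 for Bcd, 8.01% ± 0.376 for Cad, 6.75% ± 0.061 for Twi and 2.59% ± 0.122 for GAF (SD, n = 3 each), against 1.02% to 1.03% after moving the regions. Dl was higher by 5.28 percentage points and GAF lower, at −6.55 points (exact permutation, adjusted p = 0.0074 for both), and in both cases all 3 libraries lay outside the range of the other 15. Replicate 2 decided these shares. Without H3K4me1 replicate 2 they were 33.7% for Dl, 30.4% for Twi, 27.5% for Cad, 26.7% for Zld, 25.8% for Bcd and 15.3% for GAF, which put Twi next to Dl. Dl no longer passed without any one of its libraries, with differences between 4.83 and 5.61 points. Fewer libraries allow fewer splits there, but that alone does not explain the loss, since GAF kept its call whichever library was left out. Without H3K4me1 replicate 2 the Dl difference was 8.56 points and did not pass either. GAF was at −13.5 points without H3K4me1 replicate 2 and kept its call. Over peaks with −log10 q of at least 10 its difference was −2.31 points and did not pass. Over all deposited peaks the GAF difference shrank to −0.49 points but passed (exact permutation, adjusted p = 0.0074). For Dl the difference was 0.188 points over all deposited peaks, 2.58 over the 10000 strongest and 10.3 with regions of either mark library, and none of these passed.

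Gene ends were nearest to Zld. Within 500 bp of a gene end lay 50.2% ± 4.00 of the strongest Zld summits (SD, n = 3), 38.9% ± 3.4 for Dl, 31.2% ± 1.11 for Cad, 31.0% ± 1.12 for Bcd, 26.8% ± 0.145 for Twi and 26.4% ± 2.37 for GAF, against 15.0% to 15.2% after moving the gene ends. Zld exceeded the other libraries by 19.3 percentage points (exact permutation, adjusted p = 0.0074), with its 3 libraries above the other 15, and no other factor passed. The excess was a property of strong peaks. Over all deposited peaks the Zld share was 20.8% and its difference 0.466 points, which did not pass, while GAF was higher by 1.90 points and passed (exact permutation, adjusted p = 0.0074). Over peaks with −log10 q of at least 10, Zld was higher by 3.70 points and did not pass, and Dl was higher by 6.66 points and passed.

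**Figure D2:**
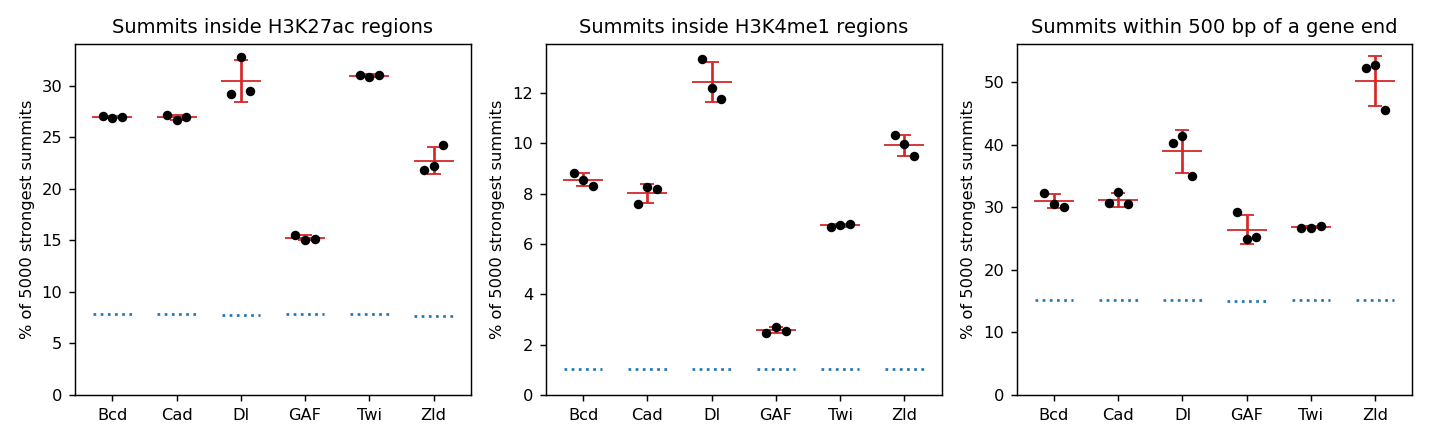
Percentage of the 5000 strongest summits of each library inside H3K27ac regions, inside H3K4me1 regions and within 500 bp of a gene end. Black points are libraries, red bars the mean and SD of 3 libraries, dotted blue lines the mean after regions or gene ends were moved; GAF is lowest for both marks (15.3% and 2.59%) and Zld highest near gene ends (50.2%).

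The reproducible regions of the 6 factors merged into 13950 regions, 8963 of them distal. Among distal regions, 21.5% of the 6310 with a single factor overlapped H3K27ac (exact 95% interval 20.5 to 22.5). The share was 44.9% with 2 factors, 54.6% with 3, 65.7% with 4, 82.0% with 5 (300 of 366, interval 77.6 to 85.8) and 69.8% with all 6 (74 of 106, interval 60.1 to 78.4). H3K4me1 covered 7.37% of distal regions with 1 factor and 52.7% with 5. Near gene ends H3K27ac rose from 57.0% with 1 factor to 84.8% with 3 and was 72.6% with 6. Regions with more factors were also wider, with a median of 397 bp for 1 factor and 808 bp for 5 among distal regions. When only the midpoint of a region had to lie in the mark, an alternative chosen after the data were seen, the difference in distal H3K27ac between regions with 4 or more factors and those with 1 fell from 51.8 to 20.7 percentage points.

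Among distal regions bound by at least 1 patterning factor, 835 of 1369 with Zld overlapped H3K27ac (61.0%, exact interval 58.4 to 63.6) and 1604 of 5250 without Zld did (30.6%, interval 29.3 to 31.8), a difference of 30.4 points (Fisher's exact test, adjusted p = 1e-92, over regions). Near gene ends the difference was 19.6 points. For H3K4me1 the differences were 26.9 points among distal regions and 19.0 near gene ends. With the midpoint rule they were 9.17, 5.91, 10.3 and 5.76 points in the same order, and all still passed. Regions with Zld also had more patterning factors, and at a fixed number of them the difference changed. For distal H3K27ac the difference was 14.3 points with 1 patterning factor, 6.38 with 2, 3.85 with 3 and 0.349 with 4. For distal H3K4me1 it lay between 14.1 and 16.8 points at every number. Near gene ends the H3K27ac difference was 25.6 points with 1 patterning factor 9.43 with 2, −1.93 with 3 and −16.0 with 4, the last against only 24 regions without Zld.

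**Figure D3:**
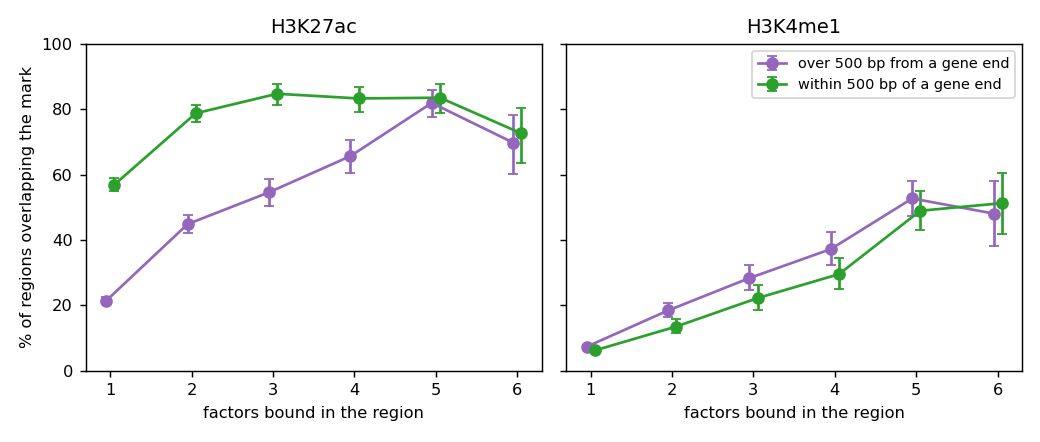
Percentage of merged regions that overlap H3K27ac (left) and H3K4me1 (right) against the number of factors bound, for regions within 500 bp of a gene end and farther away. Bars are exact 95% binomial intervals; the distal H3K27ac share goes from 21.5% with 1 factor to 82.0% with 5.

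Factors of the 2 axes were then compared at axis genes. The median best percentile over the dorsoventral genes minus that over the anteroposterior genes was 1.31 ± 0.055 percentile points for Dl and 2.67 ± 0.096 for Twi (SD, n = 3). It was −0.801 ± 0.077 for Bcd and −1.29 ± 0.224 for Cad. The Dl and Twi libraries exceeded the Bcd and Cad libraries by 3.04 percentile points (exact permutation p = 0.0022). All 6 libraries of Dl and Twi lay on the positive side and all 6 of Bcd and Cad on the negative side. The test splits libraries, and libraries of the same factor are replicates, so this p does not extend to factors of an axis in general. Ranking peaks by fold raised the difference to 6.72. Counting the 5000 strongest peaks in the windows in place of the best percentile gave a difference of 2.67 peaks, which did not pass (exact permutation p = 0.36). The difference was −0.207 ± 0.089 for Zld and −0.741 ± 0.882 for GAF. The GAF libraries had −0.123, −0.348 and −1.75, so the GAF mean rests largely on 1 library.

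At single loci the region at 3L:1461679-1462479, within 10 kb of rho, ranked 1 in all 3 Twi libraries, and the Dl region there, 3L:1461684-1462398, had a mean rank of 15.7. The best Bcd region at rho had a mean rank of 1150 and the best Cad region 1861. At sna, Dl had its best region at 2L:15479418-15480343 (mean rank 13.7) and Twi at 2L:15485676-15486611 (mean rank 44.0). At sog the best Dl region was X:15624683-15625188 (mean rank 63.0), ahead of Bcd (317) and Twi (811). At hb the best Bcd region was 3R:8699062-8699875 (mean rank 6.0) and the best Cad region 3R:8700605-8701727 (mean rank 144), against 875 for Dl and 2872 for Twi. At Kr the best Bcd region was 2R:25222493-25223397 (mean rank 7.67), and at eve 2R:9985744-9986768 (mean rank 16.7). The best region at eve had a mean rank of 301 for Cad, 639 for Dl and 5474 for Twi. Ranks are taken within each list and are not a measure of binding strength between factors.

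**Figure D4:**
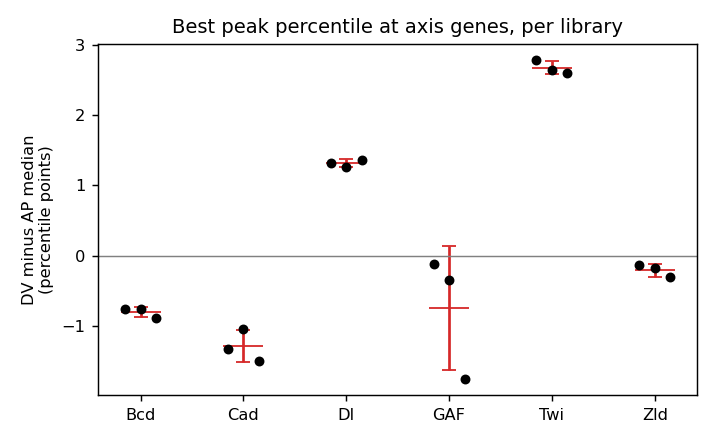
Median best peak percentile over dorsoventral genes minus that over anteroposterior genes, in percentile points, per library. Black points are libraries and red bars the mean and SD of 3; the Dl and Twi libraries lie above 0 and those of Bcd and Cad below.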

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

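The tests of list length and of single genes were set before their results were seen, as was the Jaccard test of intervals outside the arms, while leaving out each factor from it was chosen after its value was seen. The tests of the 5000 and of the 100 strongest intervals outside the arms were chosen after the pattern was seen, the latter after the result of the former. No group has between 4 and 10 libraries, so no library was tested as an outlier.

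The difference between dorsoventral and anteroposterior genes went opposite ways in the factors of the 2 axes. It was 1.31 percentile points for Dl and 2.67 for Twi, against −0.801 for Bcd and −1.29 for Cad. The difference between these groups of libraries was itself tested (exact permutation p = 0.0022), with replicates of a factor counted as separate units. Lists of unequal length are a technical explanation. With percentiles taken within the 30000 strongest peaks of every library the difference was 4.75 percentile points. Cutting a list keeps the order of its peaks, so it only rescales the value of a library and cannot change its sign. This test therefore decides nothing about list length. A single gene carrying the difference is another explanation. With any one gene left out, the lowest difference was 2.78 points, without rho. Leaving out 1 gene moves a median only towards the value of a neighbouring gene, so this test could hardly have shown it. The result did not hold for the number of strong peaks around the genes (2.67 peaks, exact permutation p = 0.36), so it may concern the best site of a locus more than the number of sites. Antibody quality may differ between factors and was not tested. That Dl and Twi bind dorsoventral genes more strongly, and Bcd and Cad anteroposterior genes, stays open as the biological explanation.

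Intervals outside the 6 chromosome arms, which of the main comparisons only that of peak numbers used, were present in every list. They made up 10.8% of the Bcd lists on average, 11.3% for Cad, 11.5% for Dl, 9.83% for GAF, 10.7% for Twi and 10.8% for Zld, and 1.75% for H3K27ac. The mean for H3K4me1, 3.86%, hides 0.395% in replicate 1 and 7.32% in replicate 2, so the histone libraries were not uniformly low. In 14 of the 18 ChIP-nexus lists the strongest interval of all lay outside the arms. Signal that does not depend on the antibody is a candidate explanation. Of the 2185 merged intervals outside the arms among the 5000 strongest, 1.42% were found in all 18 lists, against 1.05% on the arms. This decides nothing, since the list with the fewest held 143 intervals there, so that 6.54% was the highest share possible. Over all deposited intervals outside the arms, the Jaccard index averaged 0.712 within factors and 0.500 between factors, a difference of 0.212 (permutation p = 1e-05, the smallest possible) against 0.279 on the arms. Without GAF the difference was 0.0961 (permutation p = 1e-05), against 0.223 on the arms. The other 5 factors thus still differed outside the arms, by less than on them, and how much of the signal is common to all antibodies stays open. Among the 100 strongest of any list, 56.9% of 51 merged intervals outside the arms were found in all 18 lists, against 11.1% of 405 on the arms. Presence in a list was not limited to its 100 strongest, of which each Twi list had only 10 outside the arms. For the strongest intervals, signal common to all antibodies, for example from repeated sequence, therefore stays open. Dl had the most, with 30.3% of its 5000 strongest intervals outside the arms. No biological explanation was tested.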

How the results depend on the processing

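The alternatives were chosen before the data were examined, except the midpoint rule, genes of any biotype, the removal of intervals found in all 18 ChIP-nexus lists, and leaving out libraries for factor-exclusive regions and for marks by number of factors, which were chosen after seeing the data. Of 1244 values under alternatives, 1146 kept their direction and their side of the threshold, or stayed within their spread or within 1.5 times the main count. The analyses of motifs under summits were not run, since no genome sequence was used. The overlap of peak lists, peaks per library, the GAF share and the excess of all 15 factor pairs kept their calls under every alternative run. Adding the Y chromosome and mitochondrial sequence to the arms changed no call of the shares it was run for. Except where said, the cause of a change was not tested.

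With all deposited peaks, the variance of the Zld share between factors fell to 51.9% (permutation p = 0.093). H3K27ac reversed for Bcd (−0.855 points) and GAF (1.16) and passed for Zld (−2.12). H3K4me1 reversed for Cad (0.230) and no longer passed for Dl (0.188). The share near gene ends reversed for Dl (−0.749) and GAF (1.90) and no longer passed for Zld (0.466). Exclusive regions numbered 1935 for Bcd, 2011 for Cad and 2536 for Twi. With the 2000 strongest peaks, H3K27ac passed for Twi (10.1) and Zld (−9.21), H3K4me1 reversed for Bcd (−0.227), and exclusive regions fell to 763 for Bcd, 608 for Cad, 180 for Dl, 888 for GAF, 690 for Twi and 310 for Zld, as fewer peaks entered. The difference between regions with 4 or more factors and with 1 was 42.7 points for distal H3K27ac, 12.5 for H3K27ac near gene ends and 44.5 for H3K4me1 near gene ends. With the 10000 strongest, H3K4me1 reversed for Cad (0.299) and no longer passed for Dl (2.58), exclusive regions numbered 1476 for Cad, 3950 for GAF and 1890 for Twi, and these differences by number were 46.4 and 41.6 for H3K27ac and 30.0 and 24.0 for H3K4me1, distal first.

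With −log10 q of at least 10, reproducible regions numbered 18265 for Bcd, 17732 for Cad, 6278 for Dl, 16894 for Zld, 6182 for H3K27ac and 724 for H3K4me1. H3K27ac reversed for Bcd (−1.13), Cad (−0.476) and Twi (−1.37), passed for Dl (8.61) and no longer passed for GAF (−4.36). H3K4me1 reversed for Bcd (−0.345) and no longer passed for GAF (−2.31). Near gene ends Dl passed (6.66) and Zld no longer did (3.70). The 5000 strongest gave 4216 regions for Bcd, 4193 for Cad, 3428 for Dl, 4377 for GAF, 4404 for Twi, 4081 for Zld and 4879 for H3K27ac, and 2 of 3 libraries gave 34275 for Dl.

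Ranking by fold made H3K27ac pass for Dl (7.08) and reversed H3K4me1 for Cad (0.365). Regions in 2 libraries of a factor or either mark library reversed H3K4me1 for Bcd (−0.728), Cad (1.01) and Twi (3.93), and Dl no longer passed (10.3). Distal summits alone made H3K27ac pass for Twi (6.26). A margin of 500 bp reversed H3K27ac for Bcd (−1.39) and Zld (16.6) and H3K4me1 for Bcd (−3.05) and Twi (0.707). The 4000 strongest mark intervals reversed H3K27ac for Zld (0.561) and H3K4me1 for Cad (0.028), and removing intervals of all 18 lists reversed it for Cad (0.00533). The main Cad value is −0.040, so its sign carries no weight. The count of the 5000 strongest peaks at axis genes gave 2.67 peaks (exact permutation p = 0.36). For marks by number of factors, regions in 2 libraries gave 30.5 points for H3K27ac near gene ends, mark library 1 alone 55.2 (distal) and 53.2 (near) and mark library 2 alone 37.6 (near) for H3K4me1. The midpoint rule gave 20.7 and 14.8 for H3K27ac and 13.6 and 7.29 for H3K4me1.

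Leaving out single libraries, the H3K4me1 difference ranged from −0.936 to 0.993 for Bcd, −0.438 to 1.10 for Cad, −2.26 to 4.63 for Twi and 4.83 to 8.56 for Dl. Dl was not past the threshold without Dl replicate 1 (4.83), 2 (5.39) or 3 (5.61), or without H3K4me1 replicate 2 (8.56). Fewer libraries allow fewer splits, but that alone does not explain the losses without a Dl library, since GAF kept its call whichever library was left out. Without H3K4me1 replicate 2 the sign changed for Bcd (−0.936), Cad (1.10) and Twi (4.63), and GAF was at −13.5. The sign for Cad also changed without Bcd replicate 1 (0.015), Cad replicate 1 (0.177), Dl replicate 1 (0.338), 2 (0.258) or 3 (0.226) and Zld replicate 1 (0.123), 2 (0.096) or 3 (0.063). Reproducible regions ranged from 20217 to 24394 for Dl, the highest without Dl replicate 2, and from 6067 to 13350 for H3K4me1, the highest without replicate 2. Exclusive Dl regions ranged from 271 to 421, the highest without Dl replicate 2.

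Replicate numbers, as the titles give them, did not pair the libraries. Those of GAF and Zld differ between titles and lists, and pairing by the numbers of the lists was not tested. Deviations of same-numbered libraries of different factors had a mean correlation of 0.006 over 45 pairs (−0.011 to 0.051). With the replicate block, the Zld share minus the GAF share was again 24.3 points with an exact p = 0.25, the smallest that 8 sign patterns allow, so the loss of the call comes from the number of patterns. The block changed no other call. Without read counts, the effect of depth on any list could not be examined.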

Other observations

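The tests of whether H3K4me1 replicate 2 is a shallower sample, of shared signal, of H3K27ac around summits and of the neighbours of high-fold peaks were set before their results were seen, and the test of mixed-up marks after.

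H3K27ac regions lay beside Zld summits more often than over them. The sign of the Zld difference had changed with a margin of 500 bp, and the share of positions inside H3K27ac regions by distance describes the same pattern in more detail. It largely restates that change and is no independent test of it. The share was 22.7% ± 1.31 at Zld summits (SD, n = 3), 53.8% ± 0.356 at 250 bp to either side, 51.3% ± 0.560 at 500 bp, 32.2% ± 0.936 at 1000 bp and 21.5% ± 0.866 at 2000 bp. The gain from 0 to 500 bp was 28.6 percentage points for Zld, with every Zld library above all 15 others. It was 15.5 points for Cad, 15.0 for Dl, 12.7 for Bcd, 9.18 for Twi and 7.70 for GAF. Nearness to gene ends is a technical explanation, since Zld has the highest share there. Over distal summits the Zld gain was still 24.7 points, against 15.4 for Dl, which argues against it as the whole cause. H3K4me1 showed no such gain over all Zld summits, with 9.93% at the summits, 8.97% at 250 bp and 8.57% at 500 bp, and a gain of −1.36 points. Over distal summits it went the other way, from 11.2% ± 0.753 at the summits to 13.5% ± 0.202 at 250 bp and 12% ± 0.140 at 500 bp (SD, n = 3), a gain of 0.864 points at 500 bp. The H3K4me1 values thus do not decide whether both marks behave alike around Zld summits. The cause stays open, since interval edges depend on how the peaks were called and nucleosomes were not measured here.

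The H3K4me1 lists had a Jaccard index of 0.183, but replicate 2 covers so much less sequence that 0.281 was the highest the index could reach. Of the 1000 strongest replicate 2 summits, 84.3% lay inside replicate 1 intervals, and 89.4% in the other direction, against 100% in either direction for H3K27ac. Of the strongest summits of the 6 factors, between 15.3% and 33.7% (means per factor) lay inside replicate 1 intervals, so a wholly different signal in replicate 2 is argued against. A shallower sample of the same signal, or the same signal mixed with another, stays open, since the share is under that of H3K27ac and read depth is unknown. A library that holds H3K27ac signal would share most of its sequence with H3K27ac. The highest index with an H3K27ac list was 0.286, for replicate 1, under the 0.768 of the H3K27ac pair, and unequal lengths keep this open. Of the 1544 replicate 2 intervals outside replicate 1, 12.6% overlapped a stretch found in all 18 ChIP-nexus lists, so signal shared by all antibodies could account for only some of them. No biological explanation was tested.

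The fold column reached almost the same maximum in every ChIP-nexus list, between 64.1 and 66.5, while the histone lists reached between 13.2 and 29.8. A background taken from a window of 10 kb around a peak might set such a ceiling, since a lone peak of fixed width can only exceed its own window by so much. High-fold peaks should then rarely have neighbours. Only 4 peaks on the arms, in 2 libraries, had a fold over 60, so most of these maxima lay outside the arms. Of these 4, 25.0% had another interval of their list within 5 kb, against 86.7% of the 1000 strongest per library. With 4 peaks, this cannot be told apart from other causes of a ceiling.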
